A study of Danio rerio and Xiphophorus maculatus with 12 samples.

How the data were processed

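RNA from pooled heart ventricles was sequenced by the authors as stranded poly(A) libraries, per the labels' protocols. There were 12 libraries: 3 of uninjured and 3 of cryoinjured ventricles for each of zebrafish and platyfish, each from a pool of 8 ventricles, with cryoinjured hearts collected on day 7 and with the atrium and bulbus arteriosus removed. The labels name neither the aligner and counting program nor the genome build, annotation release or strand setting. Chromosome names are given as in the authors' tables, without coordinates.

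The authors deposited raw counts per gene for each species, whole numbers that were used here without change. They also deposited a table of normalised counts for each species, which the file names attribute to DESeq2. Each of its columns was checked to be the raw count times one constant per library. That table also holds the authors' deposited log2 fold changes and adjusted p-values. A DESeq2 fit with a prior on the fold changes gave those log2 values to within 1.5e-06 in zebrafish and 1.59e-05 in platyfish, so the deposited log2 fold changes are shrunken towards 0. The authors' normalised counts were used as an alternative for the named genes. Every column of per-sample values was mapped to a library by its name. One label of the cryoinjured platyfish libraries names zebrafish as the treated tissue; the title, organism and library name all give platyfish and were followed.

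Each species was fitted alone with edgeR 4.0.16 in R 4.3.3: genes kept by filterByExpr, TMM factors, robust dispersion estimates, glmQLFit and glmQLFTest, with Benjamini-Hochberg adjustment and a threshold of 0.05. A standard error is the absolute log2 fold change divided by the square root of the quasi-likelihood F. Normalised counts are counts divided by the effective library size and scaled to its mean. For the difference between species, genes were matched by identical lower-case symbols that occur once in each table. The 12 libraries were fitted with 4 group means, with TMM factors computed within each species, and the contrast of the injury responses was tested. Matching by symbol does not establish orthology. Gene lists (11) were tested with camera at a correlation of 0.01 on log2 CPM with a prior count of 2 (limma 3.58.1), and with fry and an estimated correlation as alternatives. The alternatives were DESeq2 1.42.0, limma voom, other scalings and filters, stricter thresholds, summed gene copies, the replicate number as a block and leaving out each library. Figures were drawn with matplotlib 3.10.9.

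The groups, tests, gene lists, a panel of 12 genes and all but 3 of the alternatives were chosen before the data were examined. The alternatives added later were DESeq2 with a prior, voom with library weights and the block for shared calls. Named genes were, in each species, the 5 higher and the 5 lower genes with the largest change among those past the threshold with a symbol, a mean of at least 100 normalised counts in the higher group and no overlap between groups. For the difference they were the 5 largest in each direction past the threshold with at least 100 normalised counts in a group of each species. The panel was added to both. Lists of liver and exocrine pancreas transcripts were written after gene names had been seen.

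The labels give the replicate number as a batch, so that the same number in both groups of a species could mark a pair. Deviations from the group means of libraries with the same number correlated at 0.134, 0.140 and 0.0123 in zebrafish and at -0.0854, -0.184 and -0.178 in platyfish, so that 2 zebrafish pairs deviated together weakly and the platyfish pairs did not. The fit without the block was fixed as the main one. Libraries of one group differed by far more than counting noise, with a chi-square per degree of freedom of at least 23.1, so none was a copy of another.

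The methods were tested on simulated counts drawn from the real means, dispersions and library sizes, with 200 genes changed by 1.5 on the log2 scale, in 5 simulations per fit. Of these genes edgeR recovered a mean of 75.2% among 13470 zebrafish genes, 88.9% among 15226 platyfish genes and 61.8% for the difference among 8098 genes. The changed genes were drawn only from those above a minimum mean count, so the recovery of tested genes with fewer counts was not measured. No changed gene was called in the wrong direction. The mean share of false calls was 7.18% in zebrafish, 9.52% in platyfish and 3.91% for the difference. The single-species calls thus hold more false positives than the nominal 0.05. The simulation of the difference gave each gene the same spread in both species, as its fit assumes. Its share therefore cannot show false calls that arise where the spread differs between species. For DESeq2 the mean share of false calls was 16.0% in zebrafish and 19.0% in platyfish. Totals of 19073562 to 31148127 counts per library set the counting precision; reads without molecular identifiers are not independent molecules. Checks of GC content and gene length were not made, since no genome or annotation was used here.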

Results

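Ventricles of adult zebrafish and adult platyfish (a livebearing teleost) were profiled by bulk RNA sequencing without injury and 7 days after cryoinjury, a procedure that kills part of the ventricle wall by freezing. The 12 libraries fell into 4 groups of 3, and each library was a pool of 8 ventricles, so that n = 3 pools per group throughout. Total counts per library ranged from 20735097 to 27994535 in zebrafish and from 19073562 to 31148127 in platyfish, with the lowest in platyfish uninjured replicate 3. Mitochondrial genes took 28.9% to 37.3% of the zebrafish counts and 17.7% to 21.6% of the platyfish counts. Pearson correlations used log2 CPM, with counts scaled to the effective library size. Where levels of single or summed genes are given in CPM, counts were scaled to the library total. Across genes, the correlations lay between 0.936 and 0.966 for zebrafish libraries of one group and between 0.962 and 0.979 for platyfish ones. Correlations between libraries of different groups were 0.920 to 0.962 in zebrafish and 0.936 to 0.961 in platyfish. The number of genes with at least 1 count was 16530 and 15976 in zebrafish cryoinjured replicates 2 and 3, against 18102 to 18819 in the other zebrafish libraries. Zebrafish cryoinjured replicate 1 correlated at 0.957 to 0.962 with the uninjured libraries, but at 0.945 and 0.941 with cryoinjured replicates 2 and 3. The low detection lay in the cryoinjured group only, and its part in the zebrafish calls and in the difference between species was not tested.

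The first comparison asked which transcripts changed in the zebrafish ventricle by 7 days after cryoinjury. Of 13470 genes tested with edgeR's quasi-likelihood test, 91 were higher and 41 lower at a Benjamini-Hochberg adjusted p under 0.05, and 2083 had an unadjusted p under 0.05. In all 132 called genes the cryoinjured and uninjured libraries did not overlap. Chance gives this property to 10% of unselected genes with 3 libraries against 3. The test favours genes with separated groups, so the absence of overlap is no further evidence for the calls. A change of at least 2-fold was found for 81 of the higher and 5 of the lower genes. The counts depended on the processing: DESeq2 called 325 higher and 199 lower genes, and the fit without a filter on low counts called 270 and 247. The counts under limma voom were closer to the main ones, at 84 and 50. They also rested on single libraries: 27 genes were higher without cryoinjured replicate 2 and 165 without cryoinjured replicate 1, and 1 was lower without uninjured replicate 3 and 123 without cryoinjured replicate 1. With the replicate number as a block, 65 genes were lower.

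Among the largest increases in zebrafish, postnb (ENSDARG00000104267, chromosome 15) rose from 42.3 ± 12.1 (SD) to 1041 ± 250 normalised counts, a log2 fold change of 4.62 with a standard error of 0.26 and an adjusted p of 4.31e-05. The collagen gene col12a1a (ENSDARG00000078322, chromosome 17) rose from 12.1 ± 0.057 to 251 ± 82.9 normalised counts (log2 fold change 4.36 ± 0.34 SE, adjusted p 0.000253). The transferrin gene tfa (ENSDARG00000016771, chromosome 2) rose from 340 ± 72.7 to 3960.5 ± 1512 (log2 fold change 3.54 ± 0.30 SE, adjusted p 0.00136), and s100a10a (ENSDARG00000037425, chromosome 19) rose from 18.8 ± 3.18 to 212 ± 104 (log2 fold change 3.48 ± 0.40 SE, adjusted p 0.00357). These 4 genes stayed past the threshold in each of the 6 fits that left out one library. The largest fitted increase was that of apoeb (ENSDARG00000040295, chromosome 16), at a log2 fold change of 4.67 ± 0.77 SE and an adjusted p of 0.0448, with 12.3 ± 7.37 and 314 ± 243 normalised counts. It lost its call in 5 of the 6 fits that left out one library, with adjusted p values up to 0.222, and kept it without cryoinjured replicate 1. The call was also lost under voom (4.40) and without a filter on low counts (4.64).

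The largest decreases in zebrafish were smaller. The gene aglb (ENSDARG00000100352, chromosome 24) fell from 839 ± 217 to 290 ± 31.8 normalised counts (log2 fold change -1.53 ± 0.21 SE, adjusted p 0.00956). The others were klf11a on chromosome 20 (-1.52 ± 0.28), tuba1b on chromosome 23 (-1.24 ± 0.21), ckmt2a on chromosome 10 (-1.21 ± 0.19) and tuba1c on chromosome 23 (-1.15 ± 0.17), with adjusted p values of 0.0331, 0.0259, 0.0194 and 0.0151. All 5 lost their call without cryoinjured replicate 2, where their log2 fold changes were -1.44, -1.33, -1.18, -1.28 and -1.05, and each lost it in at least 1 other such fit. With scaling by library size only, klf11a (-1.35) and tuba1b (-1.05) also lost their calls. Tubulin genes are near-identical copies whose reads the counting could split, so the values of tuba1b and tuba1c are uncertain to that extent.

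The same comparison in platyfish tested 15226 genes, of which 411 were higher and 186 lower at an adjusted p under 0.05, and 3678 had an unadjusted p under 0.05. The libraries of the groups did not overlap for any of the 597 called genes. A change of at least 2-fold was found for 311 higher and 76 lower genes. With the replicate number as a block, 203 genes were higher and 53 lower. Single libraries moved the counts further: without uninjured replicate 1, 21 genes were higher and 6 lower, and without uninjured replicate 3, 572 were higher and 436 lower.

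The largest increases in platyfish were those of mxra5a (ENSXMAG00000003206, chromosome 24) from 2.95 ± 2.06 to 181 ± 139 normalised counts (log2 fold change 5.95 ± 0.86 SE, adjusted p 0.0175) and of the proteoglycan gene lum (ENSXMAG00000018604, chromosome 17) from 3.32 ± 3.10 to 117 ± 84.9 (log2 fold change 5.14 ± 0.96 SE, adjusted p 0.0332). The call for mxra5a was lost without uninjured replicate 1 (5.90), uninjured replicate 2 (5.54) or cryoinjured replicate 3 (6.01) and under voom (5.55). The call for lum was lost without uninjured replicate 1 (4.48), uninjured replicate 2 (6.05), cryoinjured replicate 1 (4.50) or cryoinjured replicate 3 (5.10), under voom (5.24) and without a filter on low counts (5.14). It was also lost under the replicate block (adjusted p 0.107, within a range of 0.00133 to 0.120 over its alternatives). The gene ENSXMAG00000018184 on chromosome 18, which carries a clone-based symbol, rose from 17.9 ± 4.95 to 463 ± 161 (log2 fold change 4.67 ± 0.33 SE, adjusted p 0.00121). The thrombospondin gene thbs4b (ENSXMAG00000005071, chromosome 8) rose from 21.97 ± 4.07 to 495 ± 167 (log2 fold change 4.49 ± 0.31 SE, adjusted p 0.00121). Both passed the threshold in every fit that left out one library. MFAP2 (ENSXMAG00000016681, chromosome 20) rose from 8.19 ± 2.51 to 180 ± 145 (log2 fold change 4.46 ± 0.69 SE, adjusted p 0.0200), and it lost its call without uninjured replicate 1 (4.20), uninjured replicate 2 (4.66) or cryoinjured replicate 3 (4.63) and under voom (4.13).

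Decreases in platyfish reached a log2 fold change of -2.09 ± 0.29 SE for ttc36 (ENSXMAG00000007606, chromosome 18), which fell from 408 ± 9.65 to 96.2 ± 39.7 normalised counts with an adjusted p of 0.0144. It was past the threshold in 15 of its 17 alternatives and lost its call without uninjured replicate 1 (-2.11) and without uninjured replicate 2 (-2.08). The gene lpin1 (ENSXMAG00000017520, chromosome 4) fell from 1102 ± 201 to 298 ± 37.7 (log2 fold change -1.88 ± 0.18 SE, adjusted p 0.00444). For slc7a6 on chromosome 4 and rsph3 on chromosome 15 the log2 fold changes were -1.96 ± 0.23 and -1.87 ± 0.22, each with an adjusted p of 0.00838. These 3 genes kept their calls in every alternative. For dmtf1 on chromosome 17 the log2 fold change was -1.72 ± 0.36 SE with an adjusted p of 0.0369, and the call was lost in 5 of the 6 fits that left out one library (all except uninjured replicate 3), under voom (-1.70) and under the replicate block (adjusted p 0.0506, within a range of 0.000285 to 0.128).

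A panel of 12 cardiac, matrix, proliferation and macrophage genes had been fixed for both species. In zebrafish col1a2 (ENSDARG00000020007) rose from 1429 ± 234 to 3608 ± 420 normalised counts (log2 fold change 1.34 ± 0.15 SE, adjusted p 0.00356). In platyfish col1a2 (ENSXMAG00000000698) rose from 339 ± 13.2 to 4873 ± 2189 (log2 fold change 3.84 ± 0.37 SE, adjusted p 0.00611). The gene col1a1a rose by 3.74 ± 0.35 on the log2 scale in platyfish (adjusted p 0.00611), while its rise of 1.48 ± 0.36 in zebrafish did not pass the threshold (adjusted p 0.0861). That rise passed with DESeq2 (1.49, adjusted p 0.0245, within a range of 0.0233 to 0.322 over its alternatives). Zebrafish fn1a rose from 13.9 ± 7.44 to 92.8 ± 18.4 normalised counts (log2 fold change 2.75 ± 0.46 SE, adjusted p 0.0237), a call lost without uninjured replicate 1 (2.43) and in 3 other such fits. Platyfish fn1a was 2193 ± 860 and 3107 ± 811, a log2 fold change of 0.50 ± 0.29 SE with an adjusted p of 0.323. The cardiac myosin light chain gene myl7 fell in zebrafish by 0.40 on the log2 scale (adjusted p 0.0321), which was lost in 5 of the 6 fits that left out one library (kept without cryoinjured replicate 1) and under the replicate block (adjusted p 0.0656, within a range of 0.000599 to 0.198). The fall depended on the scaling, and it was -0.23 by library size only and -0.30 without the 20 most abundant genes in the library size, with no call under either. In platyfish myl7 did not change past the threshold (adjusted p 0.612). The proliferation gene pcna rose in platyfish by 0.98 ± 0.16 on the log2 scale (adjusted p 0.0192), a call lost without uninjured replicate 1 (0.84), uninjured replicate 2 (1.00) or cryoinjured replicate 3 (0.89), and not in zebrafish (adjusted p 0.439). mki67 passed the threshold in neither species (adjusted p 0.387 in zebrafish and 0.122 in platyfish), nor did nppb (0.772 and 0.268). In platyfish mki67 did pass with DESeq2 (0.92, adjusted p 0.0492, within a range of 0.0326 to 0.248 over its alternatives). For nppa and the one testable tnc gene, both in zebrafish only, the adjusted p values were 0.936 and 0.933. The transcripts of vmhc in both species, of mpeg1.1 in both species and of postnb, tnc and nppa in platyfish were not tested, because no gene carried the symbol or its counts were too low.

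**Figure D1:**
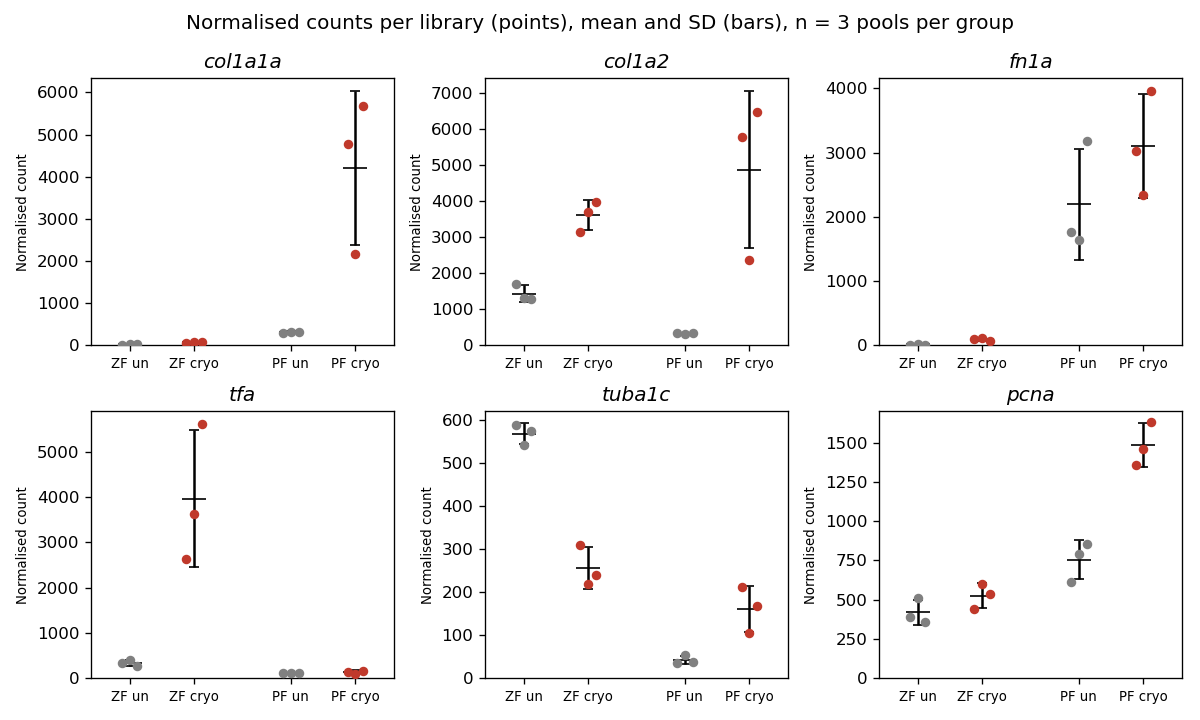
Normalised counts per library (y axis, linear, from 0) of 6 genes in uninjured (un) and cryoinjured (cryo) pools of zebrafish (ZF) and platyfish (PF); points are libraries, horizontal bars the mean and whiskers the SD, n = 3 pools. The 3 cryoinjured platyfish pools lie above every uninjured one for col1a1a and col1a2, and levels are normalised within a species only, so heights are not comparable between species.

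The central comparison asked whether the response to injury differed between the species. Symbols occurring once in each table matched 13662 genes, of which 8098 were abundant enough to test in both. The interaction of species and injury passed an adjusted p under 0.05 for 202 genes, with a response more positive in zebrafish for 92 and in platyfish for 110, and 1578 genes had an unadjusted p under 0.05. DESeq2 in a joint fit gave 313 and 346, and with the replicate number as a block the counts were 36 and 47. Without zebrafish cryoinjured replicate 1 they were 173 and 308, and without platyfish uninjured replicate 2 they were 31 and 35. Of the 110 genes, 54 were called higher in platyfish and not called in zebrafish, 3 were called higher in both and 49 were called in neither species. Of the 92 genes, 27 were called lower in platyfish only, 16 higher in zebrafish only and 48 in neither.

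The largest difference in favour of zebrafish was that of tfa, at 3.31 ± 0.40 (SE) on the log2 scale with an adjusted p of 0.00249; its level in platyfish was 116 ± 10.2 normalised counts without injury and 137 ± 39.4 after it. It was followed by serpinb1 (2.70 ± 0.34, adjusted p 0.00249), slc7a6 (2.67 ± 0.36, adjusted p 0.00453), cxcl12a (2.66 ± 0.63, adjusted p 0.0420) and rbp4 (2.03 ± 0.47, adjusted p 0.0405). The call for tfa, serpinb1 and slc7a6 stood in all 19 alternatives. Those for cxcl12a and rbp4 were each lost in 9 of the 12 fits that left out one library, for example without zebrafish uninjured replicate 1 (2.53 and 1.91), and cxcl12a was lost under the replicate block (adjusted p 0.0853, within a range of 0.00160 to 0.112). It was also lost with copies summed (2.19) and by library size only (2.72). In favour of platyfish the largest were serpinf1 (-3.77 ± 0.59, adjusted p 0.0121), calua (-3.37 ± 0.49, adjusted p 0.00633), tuba1c (-3.07 ± 0.36, adjusted p 0.00249), c7a (-2.98 ± 0.37, adjusted p 0.00249) and plod2 (-2.77 ± 0.38, adjusted p 0.00528). The call for calua was lost when gene copies were summed, where the difference was -0.76, with an adjusted p of 0.234 against a range from 3.04e-09 upwards over its alternatives. In the panel the difference was -2.51 ± 0.40 for col1a2 (adjusted p 0.0121), -2.26 ± 0.44 for col1a1a (adjusted p 0.0199) and 2.26 ± 0.50 for fn1a (adjusted p 0.0320). The call for col1a1a was lost without zebrafish uninjured replicate 3 (-2.20), platyfish uninjured replicate 1 (-2.20) or platyfish uninjured replicate 2 (-2.28), and that for fn1a in 5 fits, among them the one without zebrafish uninjured replicate 1 (1.94). The differences for pcna (adjusted p 0.180), myl7 (0.182), mki67 (0.956) and nppb (0.955) did not pass the threshold in the fit of all libraries, although that for myl7 did without platyfish cryoinjured replicate 1 (-0.81).

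**Figure D2:**
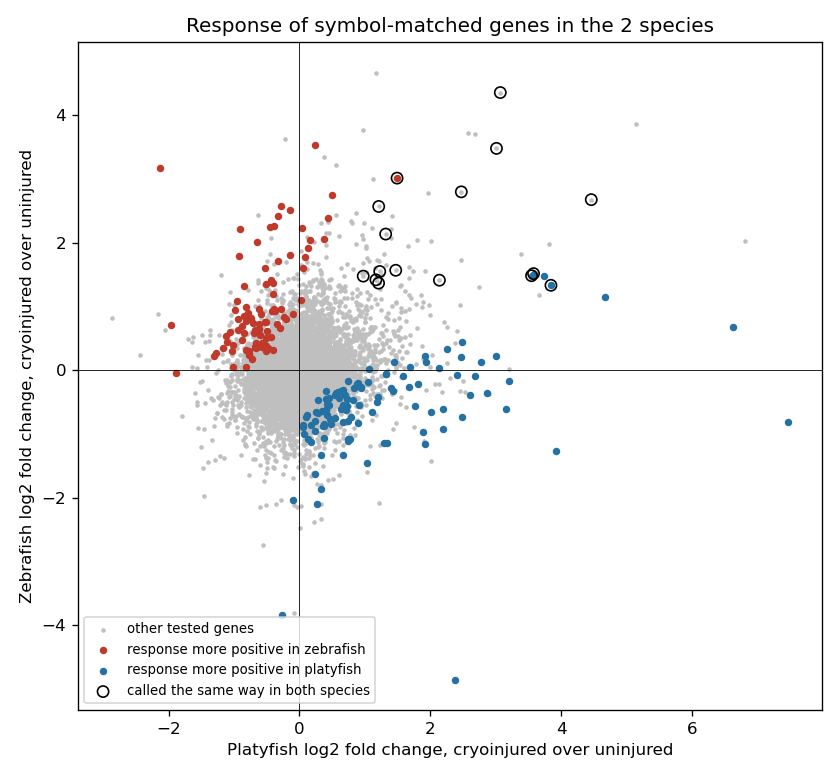
Log2 fold change after cryoinjury in zebrafish (y axis) against platyfish (x axis) for the 8098 symbol-matched genes; coloured points have a response that differs between species at an adjusted p under 0.05, and circles mark the 16 genes called in the same direction in both. All 16 circled genes lie in the quadrant of higher levels in both species.

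Among the 8098 genes, 16 were called in the same direction in both species, against 1.32 expected for higher and 0.288 for lower calls if calls were independent. All 16 were higher, and 1 gene, tuba1c, was called lower in zebrafish and higher in platyfish. The 16 were col12a1a, s100a10a, clu, fn1b, mfap2, adam8a, loxl2b, thbs1b, sparc, mmp2, col1a1b, anxa5b, tgm2b, mfap5, krt18b and col1a2. The list was named in full after its values were seen. The response of 4 of them also differed between species: that of clu was more positive in zebrafish (1.52, adjusted p 0.0385), and those of mmp2 (-2.06, adjusted p 0.0193), col1a1b (-2.06, adjusted p 0.0155) and col1a2 were more positive in platyfish. DESeq2 calls gave 54 shared genes, the replicate block 8, and the fit without platyfish uninjured replicate 1 gave 5. Across genes, which are not independent replicates, the log2 fold changes of the species correlated with Pearson's r of 0.189 and Spearman's rho of 0.123.

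Gene lists written before the data were examined were tested with camera at a preset inter-gene correlation of 0.01. In zebrafish 8 of 11 lists passed an adjusted p under 0.05, and in platyfish 6 did. With fry, 7 and 3 passed, and with a correlation estimated from the data 1 and 0 did, so the number of lists depended on the test more than on any other choice. Regrouping showed how little the camera counts separate the real groups from others: 5 of the 10 splits of the platyfish libraries gave at least 6 lists. With fry, no other split of either species gave any list. The extracellular matrix list had a median log2 fold change of 0.75 over 56 genes in zebrafish (camera adjusted p 1.67e-15, fry 0.000357) and of 1.12 over 56 genes in platyfish (camera 2.26e-15, fry 0.0141). Its level was above every uninjured library in 3 of 3 cryoinjured libraries of each species. Over all genes tested, 14 of its zebrafish and 25 of its platyfish genes were called higher; adjusted over the list alone, 25 and 39 genes passed. The epicardium list also passed under both tests in both species, with medians of 1.06 in zebrafish (fry adjusted p 0.00586) and 0.82 in platyfish (0.0477).

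The cell cycle list had a median of 1.15 in platyfish (camera adjusted p 2.77e-21, fry 0.0477), with all of its 57 genes above 0 and 23 called higher, or 43 adjusted over the list alone. In zebrafish its median was 0.54 over 43 genes (camera adjusted p 6.11e-05, fry 0.211), and 0 genes were called over all genes or adjusted over the list alone, with 6 at an unadjusted p under 0.05. That median was 0.97 without uninjured replicate 2 and 0.20 without uninjured replicate 3. The leukocyte list had a median of 0.84 in zebrafish (camera adjusted p 2.96e-13, fry 0.0396) and 0.22 in platyfish (camera 0.0189, fry 0.583). In platyfish it was 0.10 without cryoinjured replicate 2 and -0.03 without uninjured replicate 1, each time with no call, and 0.46 without uninjured replicate 3. Oxidative metabolism had medians of -0.43 in zebrafish (fry adjusted p 0.0119) and -0.33 in platyfish (fry 0.293), the latter -0.20 without cryoinjured replicate 1. In zebrafish the glycolysis list (-0.32, fry adjusted p 0.0396) and the smooth muscle list (0.37, fry 0.0171) passed both tests, the latter not by library size only (0.56), not under the replicate block (adjusted p 0.0510, within a range of 0.0171 to 0.211) and not without uninjured replicate 2 (0.39) or cryoinjured replicate 1 (0.46), and its median was 0.57 without uninjured replicate 3 or cryoinjured replicate 2. The sarcomere list passed camera only (-0.29, fry adjusted p 0.0517) and was -0.43 without cryoinjured replicate 1, and the ribosome biogenesis list passed fry only (-0.11, fry adjusted p 0.0434). In platyfish the erythroid list (0.93) passed camera (adjusted p 0.00354) and not fry (0.293). The ribosome biogenesis list passed camera in platyfish only without cryoinjured replicate 3 (0.30). The atrium list passed in neither species.

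No list differed between the species at an adjusted p under 0.05 (0 of 11, with 3 at an unadjusted p under 0.05). The smallest adjusted p was 0.0564, for the leukocyte list, whose median difference of 0.47 favoured zebrafish. The extracellular matrix (-0.68, adjusted p 0.0700) and cell cycle (-0.48, adjusted p 0.0725) lists had the other unadjusted p values under 0.05. Under the replicate block 2 lists passed, cell cycle (adjusted p 0.0416, within a range of 0.000200 to 0.792) and leukocyte (0.0270, within a range of 0.000281 to 0.792), while under fry none did. By library size only 3 lists passed, extracellular matrix (-0.67), cell cycle (-0.47) and leukocyte (0.51). Of the 12 fits that left out one library, 10 gave at least 1 list and 2 gave none, with at most 3 lists, without zebrafish cryoinjured replicate 3. The leukocyte list passed in 6 of these fits, cell cycle in 5, extracellular matrix in 3 and ribosome biogenesis in 1. Regroupings of the libraries also gave lists, with a median of 4 over 100 drawn pairs of splits. Whether the lists differed between the species thus depended on the libraries and the test, and the cell cycle list, past fry in platyfish only, did not differ under fry.

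**Figure D3:**
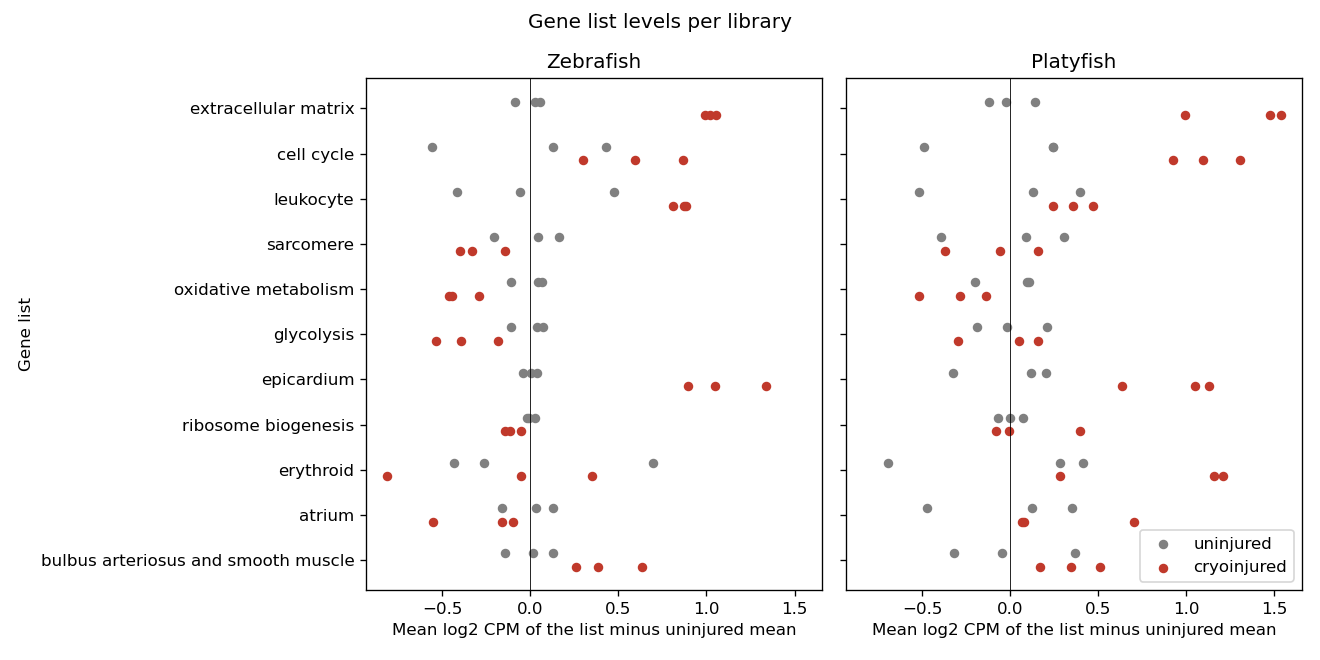
Mean log2 CPM of each of the 11 gene lists (y axis) in every library, minus the mean of the uninjured libraries of that species (x axis, log2 units), for zebrafish (left) and platyfish (right); points are libraries, grey uninjured and red cryoinjured. The extracellular matrix and epicardium lists separate the groups in both species, and uninjured libraries spread widely for the erythroid list.

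The authors' deposited table listed 323 higher and 204 lower zebrafish genes and 875 higher and 738 lower platyfish genes at an adjusted p under 0.05. All 132 zebrafish and 597 platyfish genes called here were among them, with the same direction. For the named genes with the largest changes, the authors' deposited log2 fold changes were closer to 0 than those fitted here. Examples are 1.41 against 4.67 for zebrafish apoeb and 1.03 against 5.14 for platyfish lum. Few counts alone do not set the size of this gap. At counts similar to those of apoeb, zebrafish col12a1a had 3.23 against 4.36.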

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

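The tests in this part on a uniformly larger response, the scaling, collagen and transferrin were chosen only after related values had been seen. So were the stricter naming rule and the counts of calls by gene copy. The tests on regrouping and on the rate of calls by gene copy were chosen before.

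The response to cryoinjury differed between species for 92 genes in favour of zebrafish and 110 in favour of platyfish, by a test of the interaction itself. Of 100 splits of the libraries within species, drawn from 200 and including the real one, 1 gave as many genes. The largest count of another split was 62. Every other drawn split mixed cryoinjured and uninjured libraries in at least 1 species, which puts the injury response into the spread within groups. The splits therefore cannot tell different responses apart from equal responses in both species. Of the 49 matched genes called higher in zebrafish, 34.7% had a response more positive there. Apart from noise, a uniformly larger response in platyfish would give none. These genes were called from the same zebrafish libraries, which favours a more positive response there. How far that selection raised the share was not tested, so no conclusion is drawn from the share. Scaling is not the cause of most calls: 56.9% stood under library size only. The other 87 calls were lost under that scaling, and whether the scaling or a wider spread removed them cannot be told apart, because that setting changes both. Pairing of unlike named copies is argued against as the whole cause. Of the 202 calls, 135 were in genes with a single named copy in each species, by symbols that differ only in a final a or b or a number. Such genes were called at a rate of 2.35%, against 2.83% of the others (Fisher's exact test, two-sided p 0.210). Under a stricter rule that also joins gene families, 35 of 1620 genes without a further member were called, or 2.16%. For the 67 calls in genes with a further named copy the pairing stays open: 30 were lost when copies were summed, and mispaired copies cannot be told apart from a mixing of unlike responses, since summing does both. Copies without a symbol were not tested, and 7648 of 24209 platyfish genes have none. A difference between species in the response is an open explanation that the design names; it was not tested apart from rearing, annotation or strain.

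Type I collagen transcripts rose more in platyfish, with differences of -2.26 for col1a1a and -2.51 for col1a2. Tissue of the bulbus arteriosus left in the cryoinjured platyfish pools cannot be told apart from a ventricular response by the smooth muscle list, whose median difference was 0.31 with members on both sides of 0. A higher baseline in uninjured zebrafish is argued against for col1a1a, whose highest level in an uninjured zebrafish library was 1.14 CPM against a lowest of 10.5 in uninjured platyfish, although reads shared with col1a1b could have been assigned differently in the 2 species. For col1a2 and col1a1b the zebrafish baseline was the higher one, with means of 55.4 and 47.1 CPM against 12.4 and 12.7, and may account for part of their differences. Summed over the 3 genes, type I collagen was 103 CPM in uninjured zebrafish and 36.6 in uninjured platyfish. The mean gain was still 2.35 times as large in platyfish. For that sum, which includes col1a1a, the lowest platyfish gain (243 CPM) exceeded the highest zebrafish gain (241) only narrowly, across tables with different annotations. In cryoinjured libraries col1a2 was at 98.3 to 243 CPM in platyfish and at 148 to 176 in zebrafish. For col1a1b the ranges were 91.3 to 197 and 136 to 166 CPM. The gains of col1a2 and of col1a1b, each taken alone, overlapped between species. For these genes the baseline therefore cannot be told apart from a larger response. The stated rule, that every platyfish gain exceed every zebrafish gain, was met for the sum of the 3 genes and for col1a1a alone. In cryoinjured libraries col1a1a was at 3.05 to 3.18 CPM in zebrafish and at 89.7 to 208 CPM in platyfish. The small margin of the sum, which includes col1a1a, was judged too narrow to exclude the baseline. This requirement of a wider margin was set after the gains were seen.

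The difference of 3.31 for tfa, in favour of zebrafish, raised the question of liver tissue in the cryoinjured zebrafish pools, since transferrin is a liver product. Of 5 other liver transcripts (apoa1b, apoa2, fabp10a, fga and fgb) the highest level in any cryoinjured zebrafish library was 0.675 CPM, while tfa was at 125 to 247. Liver tissue would bring all of them, which argues against it. The liver list had 37 genes in zebrafish, of which 7 exceeded 1 CPM in some library and 2 exceeded 10, tfa and rbp4. In platyfish 8 of 27 exceeded 1 and 3 exceeded 10, apoa1b, cyp2ad2 and rbp4. Platyfish apoa1b was at most 2.15 CPM in uninjured libraries and 12.2 to 33.1 CPM in cryoinjured ones. In the same cryoinjured libraries apoa2, fabp10a, fga and fgb reached at most 1.27 CPM. Of the exocrine pancreas list, 2 of 28 zebrafish and 5 of 15 platyfish genes exceeded 1 CPM. What raises tfa in the zebrafish ventricle stays open, and no further source was tested.

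The other differences in favour of zebrafish were 2.70 for serpinb1, 2.67 for slc7a6, 2.66 for cxcl12a, 2.03 for rbp4 and 2.26 for fn1a. Those in favour of platyfish were -3.77 for serpinf1, -3.37 for calua, -3.07 for tuba1c, -2.98 for c7a and -2.77 for plod2. For calua the pairing of gene copies is a candidate cause, since summing copies left -0.76. Summing also removed the call of cxcl12a, at 2.19. The tuba1c difference is the only one whose single-species calls had opposite directions among the 8098 genes. Reads shared among tubulin copies within a species stay open as a source, since the summing of copies joined only symbols ending in a or b and left this gene unchanged. No biological explanation was tested for these genes beyond the contrast of species.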

How the results depend on the processing

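Counts of genes differed strongly between edgeR and DESeq2, and in zebrafish far less between edgeR and limma voom. With DESeq2 the zebrafish counts were 325 higher and 199 lower, against 91 and 41, and the platyfish counts 867 and 724, against 411 and 186; a prior on the fold changes, chosen after the data were seen, gave 324 and 198, and 862 and 728. All 132 zebrafish and all 597 platyfish calls were among the DESeq2 calls. In simulation DESeq2 made a larger share of false calls, so part of the excess may be false. In zebrafish limma voom gave 84 higher and 50 lower genes. voom with library weights, also chosen after, gave 108 higher and 54 lower genes in zebrafish and 1128 and 765 in platyfish. Shared genes numbered 54 with DESeq2. The joint DESeq2 fit gave 313 and 346 genes more positive in zebrafish and platyfish, against 92 and 110, and a z test of the single-species DESeq2 fits gave 176 more positive in zebrafish.

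Library size only shifted the median log2 fold change of all genes to 0.16 in zebrafish and 0.14 in platyfish. It gave 224 higher and 5 lower zebrafish genes, so that 97.8% of calls were higher against 68.9%, and 104 lower platyfish genes, with 84.0% of calls higher against 68.8%. Of the main calls, 96 of 132 and 479 of 597 stood. For the difference, library size only gave 51 genes more positive in platyfish and moved the share more positive in zebrafish from 45.5% to 58.5%; 3 lists then differed between species. The values reversed by library size only were 0.069 for zebrafish ribosome biogenesis, 0.17 for zebrafish erythroid, 0.014 for platyfish sarcomere and 0.019 for platyfish glycolysis. Without the 20 most abundant genes in the library size, 148 zebrafish genes were higher and 21 lower (87.6% higher). Changes are relative to the shifts named above. Without a filter on low counts, zebrafish had 270 higher and 247 lower genes; this setting tests more genes of low count. The cause of the other changes was not tested.

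A stricter threshold removes calls by construction: at an adjusted p under 0.01 there were 26 higher and 1 lower zebrafish genes, 30 higher and 6 lower platyfish genes and 5 shared genes, and at a change of at least 2-fold 5 lower zebrafish and 76 lower platyfish genes.

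With the replicate number as a block, 65 zebrafish genes were lower, 203 platyfish genes higher and 53 lower, 8 genes were shared (chosen after the data were seen), 36 and 47 genes differed between species, and 2 lists did. It removes 2 degrees of freedom in each species. The block removed the calls of zebrafish myl7, platyfish lum and dmtf1, cxcl12a in the difference and the zebrafish smooth muscle list, and it added the cell cycle and leukocyte lists in the difference. It reversed the difference for nppb (0.077), which had no call. It changed no other call of a named gene or list.

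With a correlation estimated from the data 1 zebrafish and 0 platyfish lists passed, and with fry 3 platyfish lists.

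Across the 6 fits that each left out one library, zebrafish had from 27 to 165 higher and from 1 to 123 lower genes and from 7 to 8 lists, and platyfish from 21 to 572 higher and from 6 to 436 lower genes and from 5 to 7 lists. Across the 12 such fits of both species, 5 to 21 genes were shared, 31 to 173 were more positive in zebrafish and 35 to 308 in platyfish, and 0 to 3 lists differed. Fewer libraries lower the power, but leaving out zebrafish cryoinjured replicate 1 or platyfish uninjured replicate 3 raised the counts, for which the cause was not tested. Directions that reversed in such fits belonged to values with no call except the platyfish leukocyte list, at -0.034 without uninjured replicate 1. The lowest and highest values were -0.031 and 0.71 for zebrafish nppb, -0.077 and 0.14 for nppa, -0.33 and 0.58 for TNC, -0.56 and 0.28 for the difference of mki67 and -0.44 and 0.29 for that of nppb. Among lists they were -0.59 and 0.45 for zebrafish erythroid, -0.034 and 0.46 for platyfish leukocyte, -0.27 and 0.076 for platyfish glycolysis and -0.28 and 0.65 for platyfish atrium. For the difference they were -0.30 and 0.021 for glycolysis and -0.051 and 0.54 for smooth muscle.

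Among named genes, 27 values outside the fits that left out one library changed their call: 20 weaker and 7 stronger. Among lists the numbers were 20 weaker and 6 stronger. The fitted changes of apoeb, lum and mxra5a had standard errors of 0.77 to 0.96 on the log2 scale, against 0.34 for col12a1a at counts similar to those of apoeb. Whether depth limits any of these values was not tested.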

Other observations

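The tests on blood and on the spread of the libraries were chosen only after related values had been seen. The others in this part were chosen before.

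Platyfish gave more calls than zebrafish (597 against 132). In simulated counts with the spread of each species, 200 genes were changed by the same amount. They were drawn from genes above a minimum mean count and were recovered 13.7 percentage points more often in platyfish than in zebrafish. The smaller spread of the platyfish libraries is consistent with part of the gap. It does not show that it explains all of it, and the square root of the common dispersion was 0.294 in zebrafish and 0.235 in platyfish.

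No other split of the 6 libraries of a species gave as many genes: 1 of 10 splits in zebrafish and 1 of 10 in platyfish, the real split, where the other splits gave 0 genes. With 10 splits the share cannot fall under 0.1, so this is the smallest that the design allows. The same held among the 4 splits that part all 3 numbered pairs. For the 16 genes shared between species, 1 of 100 drawn pairs of splits gave as many, the real one. The other pairs gave 0 by construction, since every other split of either species had 0 calls, so this count says nothing about the overlap beyond the single-species splits. For the gene lists under camera, 2 of the 10 zebrafish splits and 5 of the 10 platyfish splits gave as many lists. For the difference between species the real split gave 0 lists, so all 100 splits gave as many, and the median split gave 4. Counts of lists from camera at a preset correlation therefore say little in these data. The lists have estimated correlations up to 0.759, above the preset 0.01.

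Zebrafish cryoinjured replicates 2 and 3 detected fewer genes than the other 4 zebrafish libraries. Lower depth is argued against as the cause: at an equal total of 20735097 counts the smallest gap was still 1520 genes. Among genes with 20 to 50 normalised counts in the other libraries, 1.12% and 2.45% were listed at 0 in these 2 libraries, against at most 0.506% in the others. Fewer RNA molecules entering these 2 libraries and a difference between the pools of fish cannot be told apart, because both raise the share of genes at 0 and the normalisation ties the summed level of the libraries. The pattern was noticed in the same data.

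The erythroid list was higher in cryoinjured platyfish (median log2 fold change 0.93). Without uninjured replicate 3, whose erythroid level was the lowest of the platyfish libraries, the median was 0.62. That is over the stated limit of 50% of its value, but the remaining libraries overlap. Relative to the uninjured mean, the list was at 0.41 and 0.29 in uninjured replicates 1 and 2 and at 0.28, 1.16 and 1.21 in the cryoinjured replicates, and it did not pass fry (adjusted p 0.293). One uninjured library with little blood therefore cannot be told apart from a rise after injury. The residual blood in each pool was not tested. In platyfish uninjured replicate 2, one gene with the symbol CPA1 reached 182 CPM, against at most 3.11 in the other platyfish libraries; it was picked after its values were seen.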
